A study of Homo sapiens with 6 samples. Its data were reported in "Fascin actin-bundling protein 1 regulates non-small cell lung cancer progression by influencing the transcription and splicing of tumorigenesis-related genes" (2023).

How the data were processed

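RNA sequencing measured polyadenylated RNA of A549 cells, a human lung adenocarcinoma line, in 3 libraries of cells given a negative control (NC) and 3 libraries of cells in which FSCN1 was silenced (siFSCN1). Groups and replicate numbers came from the sample titles. According to the study's methods, the silenced cells received one of 3 siRNAs designed against FSCN1 and the control cells a scrambled siRNA, while the treatment label of the control samples names a control plasmid.

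The authors deposited a table of raw counts per gene for 30230 genes and a table of FPKM (fragments scaled to gene length and library depth) for 29899 of these genes. For both tables the authors trimmed the reads, aligned them to GRCh38 with HISAT2 and kept uniquely mapped reads. The counting program, its strand setting and the annotation release were not stated for these libraries. The deposited counts were whole numbers that summed to between 27967301 and 36560919 per library, with no row that named no gene. Dividing the counts by the deposited FPKM and by the exonic length in GENCODE v44 gave the number of fragments by which the authors had scaled each library. The count table held 84.8% ± 0.677 (SD, n = 3) of these fragments in NC and 83.6% ± 1.95 (SD, n = 3) in siFSCN1, a difference with an exact two-sided permutation p of 0.4. A comparison of 3 against 3 libraries cannot give an exact p under 0.1.

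Genes were kept by edgeR's filterByExpr, which left 17076 genes. Counts were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with no covariate. P-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 2 in either direction. Standard errors were derived from the fitted log2 fold change and its F statistic. The main test differs from that of the authors, who used DESeq2, and DESeq2 1.42.0 was run as an alternative. CPM denotes counts scaled to library size, after TMM unless stated, and log2 CPM was taken with a prior count of 2.

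The genes named in the text were fixed by a rule before the data were examined. They are FSCN1, the genes that the study's text names as upregulated, downregulated, spliced or bound, and the 5 largest rises and 5 largest falls among called genes whose CPM did not overlap between groups and whose mean deposited FPKM was at least 5 in the higher group. Of these genes, 2 are not reported here. The study chose the upregulated and downregulated genes from these libraries. The gene lists were also written before the data were examined. There were 15 lists, namely S phase, G2/M, keratins, extracellular matrix, heat shock and chaperones, CCT chaperonin, YAP/TEAD targets, MAPK pathway targets, interferon-stimulated genes, p53 targets, cholesterol biosynthesis, TGF-beta/SMAD targets, actin bundling and crosslinking, ribosomal proteins and zinc finger (ZNF) genes. Each list was tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, with adjustment over the 15 lists. Each list's median was also placed among the medians of 10000 random lists of the same size drawn from genes of like abundance. KRT9 and CDKN2B, members of 2 lists, had no row in the table.

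Of the 30230 identifiers, 30147 (99.7%) were found in GENCODE v44 without regard to version, from which positions in GRCh38, exonic lengths, transcript GC and 3′ UTR sequences were taken. Of the 13606 protein-coding genes tested, 13498 had a 3′ UTR of at least 50 bases. Matches to positions 2 to 8 of each siRNA strand were counted in the longest annotated 3′ UTR. Each 7-base sequence found in at least 50 of these UTRs was tested. The log2 fold change was regressed on its presence with 3′ UTR length and GC as covariates (numpy 2.4.6). Sequences were ranked by the z value of the fitted shift and not by its size.

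The alternatives chosen before the data were examined were RLE scaling, upper quartile scaling, library totals with no composition factor, DESeq2, no filter beyond 1 count, a stricter filter (a mean of 10 counts and 1 CPM in 3 libraries), the replicate number as a block, leaving out each library in turn, limma on log2(FPKM + 0.1) and on log2(FPKM + 1), an unadjusted p under 0.05, glmTreat against a fold change of 2, genes with a mean FPKM of at least 1 in one group, and fry and camera with an estimated correlation for the lists. The seed sites were also tested with a 6-base match and in genes with a mean FPKM of at least 5, the background measure on genes under 1 CPM in every NC library, and the principal components on log2(FPKM + 1) and on the 500 genes of largest variance. Removing the trend of fold change with abundance, removing that with abundance, length and GC, leaving out genes with a guide seed match, and adding abundance and exonic length as covariates of the seed regression were chosen after seeing the data.

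The tests were run on simulated data first. In counts drawn for 17076 genes with 200 of them changed by a log2 fold change of 1.5, 91.0% of the changed genes were called, as were 5 unchanged ones. In that simulation 4.79% of unchanged genes had an unadjusted p under 0.05. A shift of -0.2 planted at one 7-base sequence in 13498 genes was found as -0.24 and ranked first. Splicing and RNA binding were not analysed here, because the deposited tables hold one value per gene and library. No molecular identifiers were named in the labels or methods, so PCR copies count as reads, and the variation between libraries and not the counting error sets the precision of each comparison.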

Results

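The data consisted of counts and FPKM values per gene for 6 RNA sequencing libraries of A549 lung adenocarcinoma cells, 3 of cells given a negative control (NC) and 3 of cells in which FSCN1, the gene of the actin-bundling protein fascin, was silenced (siFSCN1). The comparison asks which transcripts change when FSCN1 is silenced. The NC libraries held 30998721, 27967301 and 36560919 counts in replicates 1, 2 and 3, and the siFSCN1 libraries 32676062, 30908982 and 31467689. The mean totals of the groups differed by 0.496%, less than the spread between replicates. At least 1 count was found for between 22904 and 23812 genes in NC and between 24738 and 25135 genes in siFSCN1.

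FSCN1 (ENSG00000075618.18, GRCh38 chromosome 7, 5592816 to 5606655) had deposited FPKM values of 44.98, 47.24 and 45.99 in NC replicates 1 to 3 and 4.46, 2.82 and 3.19 in siFSCN1 replicates 1 to 3. The group means were 46.1 FPKM ± 1.13 (SD, n = 3) and 3.49 FPKM ± 0.860 (SD, n = 3). The log2 fold change was -3.89 with a standard error of 0.094 and an adjusted p of 8.1e-16 in edgeR's quasi-likelihood test, which left 6.75% of the NC level. Across the alternatives the log2 fold change ran from -4.11 to -3.41, and the value that moved most was -3.41 on the log2(FPKM + 1) scale, which understates changes of genes that become low.

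The libraries separated by group. The first principal component of log2 CPM carried 78.7% of the variance and the second 7.03%, and all 3 siFSCN1 libraries lay on the other side of the first component from the NC libraries. Pearson's r of log2 CPM across genes ran from 0.991 to 0.994 over the 6 pairs of libraries of one group and from 0.959 to 0.966 over the 9 pairs between groups. No 2 libraries agreed within sampling noise, with a chi-square per degree of freedom of 3.06 to 8.15 within groups and 106 to 131 between groups. The share on the first component moved most on log2(FPKM + 1), to 86.1%.

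Silencing of FSCN1 changed 2820 of 17076 tested genes (16.5%) at least 2-fold at an adjusted p under 0.05 in edgeR. Of these, 1991 were higher and 829 lower in siFSCN1, so that 70.6% were higher, with a 95% Wilson confidence interval of 68.9% to 72.3%. Without the fold-change threshold 11663 genes passed, 5993 higher and 5670 lower. The common biological coefficient of variation was 5.94%. The CPM of 12167 tested genes (71.3%) did not overlap between groups, where chance gives 10%. The count of changed genes moved most with limma on log2(FPKM + 1), to 471. Among the scalings the split moved most with library totals, under which 2637 genes were higher and 510 lower (83.8% higher), while the median log2 fold change of all tested genes rose from 0.03 to 0.22. With upper quartile scaling this median was 0.15. Over all alternatives the split moved most, to 52.2% higher, once the trend with abundance, length and GC was removed. That alternative was chosen after seeing the data. Among those planned in advance it moved most for genes with a mean FPKM of at least 1 in either group, to 54.7%.

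The direction of change differed with transcript abundance. The median log2 fold change fell from 0.63 among the 843 tested genes with a mean of up to 0.1 FPKM to -0.41 among the 320 genes above 100 FPKM. Of the 1787 changed genes under 1 FPKM, 83.1% were higher. Of the 1033 changed genes with 1 FPKM or more, 506 were higher and 527 lower. Of the 404 with 5 FPKM or more, 303 were lower. Among changed genes 1135 protein-coding genes were higher and 682 lower, against 696 and 102 long non-coding RNA genes. After the trend with abundance was removed, an alternative chosen after seeing the data, 1373 genes were higher and 1141 lower (54.6% higher).

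**Figure D1:**
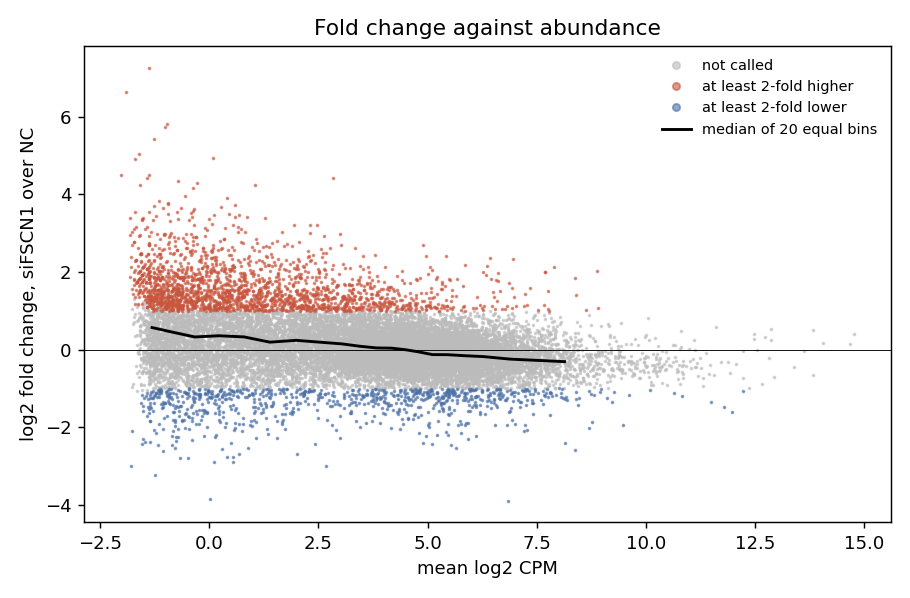
Fitted log2 fold change (siFSCN1 over NC) of each of the 17076 tested genes against its mean log2 CPM, with genes changed at least 2-fold in colour and the median of 20 bins of equal gene number as a line. Most of the 1991 higher genes sit at low abundance, and the line passes from above 0 to below 0 as abundance rises.

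The 5 largest rises and falls were taken among called genes without CPM overlap and with a mean of at least 5 FPKM in the higher group. These rises included those of CEACAM19 (2.71, adjusted p 1.1e-15), SMOC1 (2.41, 9.5e-16), TFPI (2.34, 2.4e-16) and CTD-2017F17.2 (2.20, 1.5e-09), given as log2 fold changes with adjusted p from edgeR. CEACAM19 (ENSG00000186567.13, GRCh38 chromosome 19, 44662278 to 44684359) rose from 7.82 CPM ± 0.878 (SD, n = 3) to 51.4 CPM ± 1.94 (SD, n = 3). The 5 largest falls were those of FSCN1 itself, BCYRN1 (-2.78, 5.2e-08), AC004057.1 (-2.69, 9.5e-11), HMOX1 (-2.59, 3.5e-16) and ATP5F1D (-2.54, 6.7e-14). HMOX1 (ENSG00000100292.18, GRCh38 chromosome 22, 35380361 to 35394214) fell from 570 CPM ± 31.1 (SD, n = 3) to 94.6 CPM ± 9.36 (SD, n = 3). The 3′ UTRs of SMOC1, HMOX1 and ATP5F1D each hold 1 match to the guide seed of the FSCN1 siRNA, the bases that pair with positions 2 to 8 of its guide strand. In group means CTD-2017F17.2 rose from 1.07 to 4.90 CPM and BCYRN1 fell from 2.52 to 0.365 CPM, so both rest on few reads. CEACAM19 overlaps PVR on the same strand. BCYRN1 is a short RNA that derives from an Alu repeat, AC004057.1 is a processed pseudogene, and CTD-2017F17.2 overlaps ANKDD1A on the opposite strand, so the values of these 4 genes are uncertain. Each of these 9 genes kept its direction and its call under every alternative that tested it.

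All 6 genes that the study names as upregulated were called higher. Their log2 fold changes were 1.05 for LBH, 1.14 for IGFBP3, 1.35 for CDH1, 2.34 for TFPI, 1.29 for IGFBP7 and 1.74 for PDE3A, with standard errors of at most 0.069 and adjusted p of at most 1.1e-11 in edgeR. TFPI (ENSG00000003436.16, GRCh38 chromosome 2, 187464230 to 187565760) rose from 40.9 CPM ± 2.46 (SD, n = 3) to 207 CPM ± 7.89 (SD, n = 3). LBH lost its call without NC replicate 2, at 0.99. All 8 genes named as downregulated were lower at an adjusted p of at most 1.5e-10, and 6 of them fell at least 2-fold. Their log2 fold changes were -1.48 for ACTG1, -1.29 for CDK4, -1.26 for UBE2S, -1.21 for MCM7, -1.19 for KRT7 and -1.18 for UBE2C. KRT18 (-0.99) and CDC25B (-0.997) stayed just under 2-fold. Both passed it with RLE scaling (-1.01 and -1.01) and with DESeq2 (-1.02 and -1.03), which the study used, so that DESeq2 called all 8. KRT18 passed it in 6 of 18 alternatives, among them the fits without NC replicate 2 (-1.06), NC replicate 3 (-1.0007) and siFSCN1 replicate 1 (-1.09). CDC25B passed it in 8 of 17, among them the fits without NC replicate 1 (-1.0014), 2 (-1.006) or 3 (-1.01) and without siFSCN1 replicate 1 (-1.017) or 3 (-1.017). UBE2C fell short of 2-fold with library totals (-0.991) and on log2(FPKM + 1) (-0.995). Once the abundance trend was removed, an alternative chosen after seeing the data, 2 of the 8 were called. ACTG1 (ENSG00000184009.13, GRCh38 chromosome 17, 81509413 to 81523847) fell from 5222 CPM ± 87.5 (SD, n = 3) to 1869 CPM ± 125 (SD, n = 3). UBE2C and CDC25B each have 1 guide seed match in the 3′ UTR, and ACTG1 and PDE3A have 2. KRT18, with 68 named pseudogenes, and ACTG1, with 21, share near-identical sequence with other loci, and since the authors kept uniquely mapped reads their values rest on the reads that map to one place. Another annotated gene overlaps 4 of the 6 upregulated and 6 of the 8 downregulated genes on the opposite strand. The study's methods name a stranded library kit, while the sample labels name a different kit. The strand setting of the counting is not stated, so whether these counts separate the strands stays open. Both directions held under each scaling. The 6 upregulated and 8 downregulated genes passed both over all genes tested and when adjusted over the list alone. Since the study picked them on these libraries, neither result is independent evidence.

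**Figure D2:**
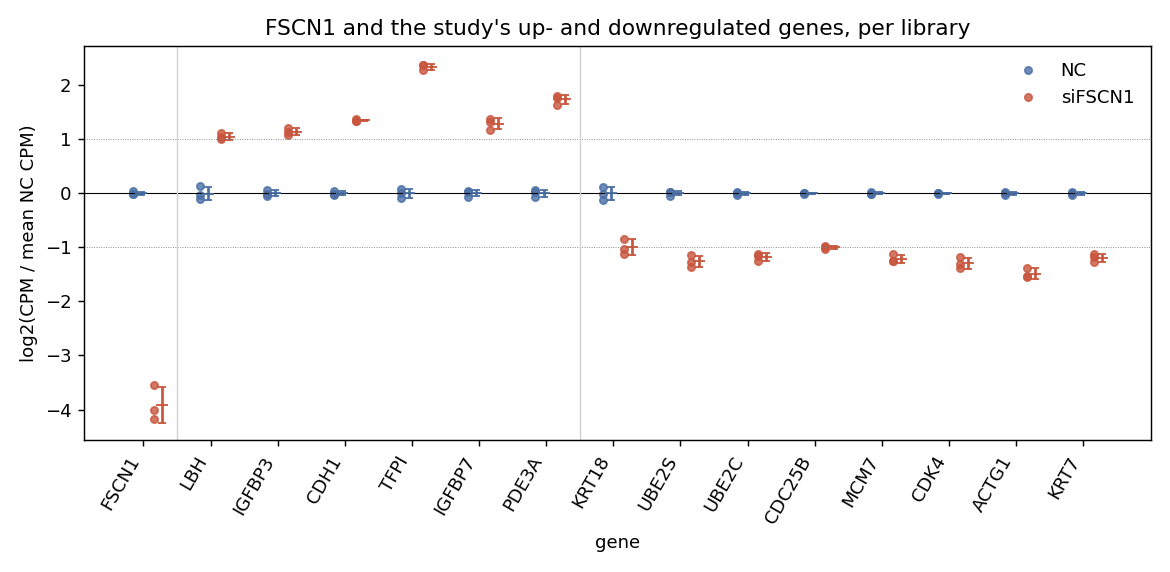
Log2 ratio of each library's CPM to the mean NC CPM for FSCN1 and for the 6 upregulated and 8 downregulated genes of the study, with points for the 3 libraries of each group, bars for the mean ± SD and dotted lines at a 2-fold change. NC and siFSCN1 libraries do not overlap for any of these genes, and KRT18 and CDC25B lie at the 2-fold line.

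The genes that the study discusses for splicing changed less in total level. None of the 9 was called, and their log2 fold changes ran from -0.66 for BCCIP to 0.53 for RECQL5. Of the 9, 8 had an adjusted p under 0.05 over all genes, and 8 when adjusted over the list alone. The former count depended on the scaling. With library totals DLGAP5 (0.116), WTAP (0.123) and EEF1D (0.519) had an adjusted p over 0.05 in edgeR. With RLE and upper quartile scaling these genes stayed under it. Of the 4 transcripts that the study discusses as bound by FSCN1, only NEAT1 was called, at a log2 fold change of 1.85 with a standard error of 0.070 and an adjusted p of 1.0e-13. NSD2 (0.35) and FTH1 (-0.45) changed less than 2-fold, and SNHG20 (0.25) had an adjusted p of 0.0569. Across alternatives the adjusted p of SNHG20 ran from 0.00214 to 0.321. It was under 0.05 with upper quartile scaling and library totals, and over it with RLE scaling and DESeq2. Of these 4 transcripts, 3 passed over all genes and 4 when adjusted over the list alone.

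Of the 15 gene lists, 8 passed camera at an adjusted p under 0.05. The lists that fell, given as median log2 fold change, were keratins (-1.19, 19 genes, adjusted p 0.000125), CCT chaperonin (-1.06, 8 genes, 1.3e-05), S phase (-0.68, 43 genes, 2.0e-11), heat shock and chaperones (-0.64, 27 genes, 3.1e-07), ribosomal proteins (-0.41, 83 genes, 1.6e-13) and G2/M (-0.28, 54 genes, 5.4e-05). The lists that rose were ZNF genes (0.62, 402 genes, 7.2e-10) and extracellular matrix (0.30, 57 genes, 0.00804). At an adjusted p under 0.05 over all genes, 18 of 19 keratins, 8 of 8 CCT chaperonin genes and 38 of 43 S phase genes were lower. Adjusted over the list alone, 19 keratins, 8 CCT chaperonin genes and 39 S phase genes passed. The keratin list and the G2/M list each include 2 genes that the study picked from these libraries. With a correlation estimated from the data none of the 15 lists passed camera (4 had an unadjusted p under 0.05), with adjusted p from 0.0813 to 0.953, while with fry all 15 passed, with adjusted p of at most 0.0423. All 8 lists kept their direction relative to all tested genes under every scaling. A scaling moves every gene by nearly the same amount, so this outcome was fixed in advance and adds no evidence. Against random lists of like abundance, the medians of keratins, CCT chaperonin, S phase, heat shock and chaperones lay below all 10000 random medians, and the other medians lay at percentiles of these, G2/M at 4.10, ribosomal proteins at 7.95, extracellular matrix at 99.9 and ZNF genes at 100.

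**Figure D3:**
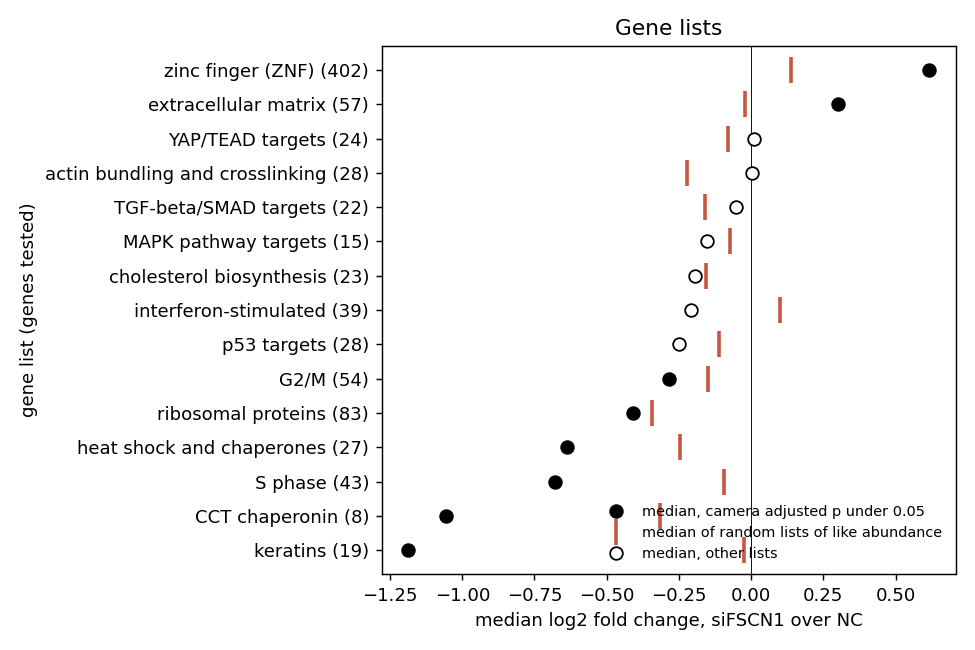
Median log2 fold change (siFSCN1 over NC) of each of the 15 gene lists, filled where camera gave an adjusted p under 0.05, with a tick for the median of random lists of like abundance. The ribosomal protein list at -0.41 lies near its random lists at -0.34, while keratins at -1.19 lie far from theirs at -0.03.

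The other 7 lists did not pass. Their medians were -0.25 for p53 targets and -0.19 for cholesterol biosynthesis, both with an adjusted p of 0.0546, -0.21 for interferon-stimulated genes (0.551), -0.15 for MAPK pathway targets (0.339), -0.05 for TGF-beta/SMAD targets (0.863), 0.0029 for actin bundling and crosslinking (0.942) and 0.01 for YAP/TEAD targets (0.782). Against random lists of like abundance, interferon-stimulated genes lay at percentile 0.58 and actin bundling and crosslinking at 98.16, both further from the middle than G2/M and ribosomal proteins, and the other 5 lists lay between percentiles 9.15 and 80.95.

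Olfactory receptor genes, which are silent in most cells outside the nose, took 26.3 CPM ± 1.23 (SD, n = 3) before TMM scaling in NC and 30.2 CPM ± 2.70 (SD, n = 3) in siFSCN1, a ratio of 1.15 with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow. After TMM scaling the ratio was 1.01. The background measure moved most over all genes under 1 CPM in every NC library, to 1.88, a set whose selection on NC raises the ratio by itself. The 13 mitochondrially encoded protein genes took 8.93% ± 0.341 (SD, n = 3) of counts in NC and 12.7% ± 0.106 (SD, n = 3) in siFSCN1 (exact two-sided permutation p 0.1). Ribosomal protein genes took 9.83% ± 0.122 (SD, n = 3) in NC and 8.36% ± 0.315 (SD, n = 3) in siFSCN1 (exact two-sided permutation p 0.1).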

Values the study reported

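The study reported that FSCN1 silencing changed the expression of 2851 genes, with more of them upregulated than downregulated.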

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

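The fall of FSCN1 kept its direction and its call under all 17 alternatives, from -4.11 to -3.41 on the log2 scale. The number of genes with an adjusted p under 0.05 stayed between 9357 and 12158 over 18 alternatives. The count of genes changed at least 2-fold stayed within 1.5 times of 2820 under 18 of 21 alternatives. The first exception was glmTreat (1155 genes, 773 higher and 382 lower), which asks for evidence of a change beyond 2-fold. Genes with a mean FPKM of at least 1 in either group (1254 genes, 686 of them higher), where fewer genes are tested, were another. The last was limma on log2(FPKM + 1) (471 genes, 285 higher and 186 lower), where the pseudocount shrinks the changes of low genes. Of the 2820 genes, 2504 were also called by DESeq2, which called 1972 higher and 906 lower, and 453 by limma on log2(FPKM + 1).

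The share of higher genes among those changed was 70.6% and stayed above 50% under each of the 21 alternatives, from 52.2% to 83.8%. By scaling it was 69.1% with RLE, 78.9% with the upper quartile and 83.8% with library totals, where the count of lower genes fell to 510. These scalings move every gene by one amount, 0.15 and 0.22 being the medians of all genes for the last 2. The share was 68.5% with DESeq2, 66.9% with glmTreat and 80.1% with limma on log2(FPKM + 0.1), which also gave 395 lower genes. It was 60.5% with log2(FPKM + 1) and 54.7% among genes with a mean FPKM of at least 1 in either group. By the mean over all libraries, a selection not among the alternatives, it was 49.0% at 1 FPKM or more and 25% at 5 or more. Across the 6 fits that each left out 1 library it ran from 68.2% to 71.0%. Removing the abundance trend gave 54.6%, removing the trend with abundance, length and GC gave 52.2% (1240 higher genes), and leaving out genes with a guide seed match gave 73.4%. The causes of the other shifts were not tested.

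The replicate numbers did not pair the libraries. The correlations of same-numbered libraries' deviations from their group means were -0.03, 0.04 and -0.08, none over 0.1. With the replicate number as a block 2827 genes changed, 1992 higher and 835 lower, and the block changed no call or direction of the 61 results computed with it. Leaving out one library gave between 2854 and 3028 changed genes. The share of variance on the first component was 76.5% to 79.5% across the 6 fits that each left out one library, 86.1% on log2(FPKM + 1) and 83.6% over the 500 most variable genes. The ratio of the background measure was 1.88 over genes under 1 CPM in every NC library. The mitochondrial ratio stayed between 1.39 and 1.45.

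For gene lists, values are the list's median minus that of all tested genes. Calls depended most on how the correlation between genes was treated. With an estimated correlation, 0 lists passed camera, and the 8 called lists had adjusted p of 0.117 for S phase (-0.71), G2/M (-0.31) and heat shock and chaperones (-0.67), 0.186 for CCT chaperonin (-1.09) and extracellular matrix (0.27), 0.317 for keratins (-1.22), 0.402 for ribosomal proteins (-0.44) and 0.0813 for ZNF genes (0.59). With fry, which asks whether a list changes at all and not whether it changes more than other genes, all 15 passed, adding YAP/TEAD targets (-0.020), MAPK pathway targets (-0.18), interferon-stimulated genes (-0.24), p53 targets (-0.28), cholesterol biosynthesis (-0.23), TGF-beta/SMAD targets (-0.083) and actin bundling and crosslinking (-0.028). For YAP/TEAD targets the direction given by fry was up, their own median being 0.01 before that of all genes was subtracted. Camera has no rows for DESeq2, which gives no values per library to test. Under the remaining alternatives 7 of the 8 called lists kept their call, and ribosomal proteins lost it once the abundance trend (-0.020) or the trend with abundance, length and GC (-0.095) was removed. The p53 list passed with upper quartile scaling (-0.28), library totals (-0.28), no filter (-0.39), log2(FPKM + 0.1) (-0.25) and log2(FPKM + 1) (-0.16), and in 2 of the 6 fits that left out one library (-0.32 to -0.26 over the 6). Cholesterol biosynthesis passed with no filter (-0.34) and in 2 of those 6 fits (-0.25 to -0.21). The causes were not tested.

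Some lists and genes changed sign. YAP/TEAD targets were above 0 with the stricter filter (0.018), log2(FPKM + 0.1) (0.0044), log2(FPKM + 1) (0.055), without guide seed genes (0.12), without the abundance trend (0.19), without the trend with abundance, length and GC (0.13) and without siFSCN1 replicate 1 (-0.059 to 0.0065 over the 6 fits). Actin bundling and crosslinking was above 0 with the stricter filter (0.0084), log2(FPKM + 1) (0.063), without the abundance trend (0.22, adjusted p 0.0178, over a range of 0.0178 to 0.971 across alternatives) and without the trend with abundance, length and GC (0.14). TGF-beta/SMAD targets were above 0 with log2(FPKM + 1) (0.026) and without either trend (0.083 and 0.22), and MAPK pathway targets without either trend (0.039 and 0.045). EEF1D, at -0.21 with an adjusted p of 0.000148 before, was above 0 without either trend (0.13 and 0.051), and FTH1, at -0.45 with an adjusted p of 7.5e-08 before, without the abundance trend (0.041). The causes were not tested.

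Among the study's 8 downregulated genes, 2 were changed at least 2-fold once the abundance trend was removed and 1 once the trend with abundance, length and GC was removed. The regression on guide seed sites stayed between -0.23 and -0.13, with a camera p of 0.153 that passed only without the trend with abundance, length and GC (-0.20, p 0.0154), over a range of 0.0154 to 0.838 across alternatives. Over all genes reported by name, 557 of 586 values under alternatives stayed on their side of the threshold, 12 were weaker, 14 stronger and 3 reversed.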

Other observations

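The tests of abundance, of the control strand's seed and of gene lists across splits and without seed-matched genes were chosen only after the result was seen. The fit that removed the trend with abundance, length and GC was also chosen after the result was seen. The other tests were written before the result was seen.

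More genes were higher than lower after FSCN1 silencing. Library depth is argued against as the cause, since thinning every library to 27967301 counts left 1907 higher and 860 lower genes (68.9% higher). The choice among the 4 scalings is also argued against, since the lowest share of higher genes among them was 69.1%. A downward shift of all genes by 0.22 on the log2 scale would make both directions equal in number. None of the scalings moved genes down by that much, so a scaling error of that size was not tested. For background reads such as genomic DNA, the 2 signs written in advance were met, because the olfactory receptor share was larger in every siFSCN1 library (at least 27.9 CPM) than in any NC library (at most 27.7 CPM) and the excess was absent at 5 FPKM or more. The amount argues against it, since after TMM scaling olfactory counts had a ratio of 1.01 with overlapping libraries, while tested genes under 1 FPKM had a median log2 fold change of 0.40. The excess follows abundance. Across genes, which are not independent replicates, Spearman's rho of log2 fold change with mean log2 CPM was -0.31, and removing that trend left 54.6% higher. This removal centres genes at every abundance, which by itself brings the split near even, so it does not show how much of the excess the trend explains. Whether the trend is technical or a response of the cells stays open, and the fall in growth-related genes named in the report is one untested biological explanation.

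Gene length and GC were weighed for the changed genes as a whole. Spearman's rho across genes was 0.09 with exonic length and -0.13 with transcript GC. The median exonic length was 4059 bases for higher genes, 3409 for lower genes and 4601 for all tested genes, so both directions were shorter than the bulk. The median transcript GC was 47.3% for higher genes, 53.5% for lower genes and 48.4% for all tested genes, so the lower genes stood apart in GC. Removing the trend with abundance, length and GC left 2375 changed genes, 1835 of them among the original 2820, which argues against length as the whole cause. A part of GC in the lower genes stays open.

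Only the real split gave as many changed genes, 1 of the 10 splits of the 6 libraries, and the other splits gave 0 genes with an adjusted p under 0.05 and 51 to 91 with an unadjusted p under 0.05, few because a mixed split counts the group difference as spread. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by splits alone. For gene lists the splits decide nothing. Of the 10 splits, 3 gave at least 8 lists past camera, namely the real one with 8 and 2 others with 8 and 9, and the other splits gave 6 or 7 lists. The other splits still part the groups 2 against 1, so they keep part of the group difference in every gene, which largely fixes that outcome. With a correlation between genes estimated from the data 0 lists passed (4 had an unadjusted p under 0.05), and this keeps open how much of the camera calls rests on genes that vary together.

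The lists past the camera threshold were tested against the abundance trend. The trend as the whole cause is argued against for S phase (adjusted p 2.6e-10 once it was removed), keratins (0.000342), CCT chaperonin (0.000177), heat shock and chaperones (0.000647), G2/M (0.0137), ZNF genes (6.4e-07) and extracellular matrix (0.00749). For ribosomal proteins the adjusted p became 0.263, and the abundance trend may account for their fall. Without the genes that hold a guide seed match, 8 of the 8 lists stayed past the threshold. Direct pairing at that match is thus argued against as the whole cause for the lists that fell. This fit kept genes that hold only a shorter guide match, such as KRT18 and KRT7 of the keratin list. It also cannot show indirect effects of genes lowered by the guide, so seed effects of either kind stay open. For ZNF genes and extracellular matrix, which rose, the fit decides nothing, since a guide seed match would lower transcripts. The biological reading, that silencing of FSCN1 lowers cell-cycle and chaperone genes, stays open beside the dependence between genes described above.

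Genes lower after FSCN1 silencing were tested for siRNA seed matches, by which a guide strand can lower transcripts that it pairs with through positions 2 to 8. The full sequence of the FSCN1 siRNA used for these libraries matches FSCN1 at chromosome 7, 5605786 to 5605804 in GRCh38, within its 3′ UTR. The match to its guide seed, CTCTGGA, ranked 1 from the most negative of 16354 7-base sequences, with a shift of -0.19 over 3045 of 13498 coding genes, and the match to positions 1 to 7, TCTGGAA, ranked 2. It also ranked first among the 622 sequences of the same composition. The median log2 fold change left after the regression on 3′ UTR length and GC was -0.04 in genes with no site, -0.16 with 1 site and -0.21 with 2 or more, and -0.25 with an 8-base site. Of the 675 lower coding genes 36.4% held a site, against 22.1% of unchanged and 19.1% of higher ones. The matches to positions 2 to 8 of the passenger strand (rank 3729) and of the guides of the study's other FSCN1 siRNAs (ranks 1644 and 12733) ranked far lower, as did those to positions 1 to 7 (ranks 572, 1008 and 8171). Rank within a composition is weaker evidence, since one of these, CTACTTT of an FSCN1 siRNA not used here, also ranked first among its 105 sequences, and the passenger match to positions 1 to 7 ranked 17 of 617. Camera at its preset correlation gave p 0.153 for this set of genes, so the ranks and not that test carry the result. Off-target pairing of the guide may thus lower part of the genes, and HMOX1, ATP5F1D, UBE2C, CDC25B and ACTG1 hold a site. A site alone does not show this for a named gene, since PDE3A, SMOC1 and RECQL5 also hold a site and rose. Among coding genes with a site, 246 were called lower and 215 higher. Of the 675 lower genes 429 had no match to positions 2 to 8 in the longest 3′ UTR. Direct pairing at that match alone would leave most of the 675 unexplained. Some of these 429, such as UBE2S and CDK4, hold a 6-base match. Those with a match to positions 1 to 7 were not counted, so the share left unexplained by all guide matches stays open. Indirect effects of genes lowered by the guide were not tested. A test with another siRNA against FSCN1 was not analysed here.

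Genes higher after FSCN1 silencing were tested for seed matches of the control siRNA, whose removal from the comparison would appear as a rise. The match to positions 2 to 8 of the siNegative sense strand, TCGGAGA, ranked 8 from the most positive of the 16354 sequences, with a shift of 0.15 over 469 genes and a camera p of 0.00475, which ran from 0.000459 to 0.0471 over the alternatives. Its match to positions 1 to 7, CGGAGAA, ranked 1 from the most positive, at 0.19 over 592 genes. For the antisense strand of siNegative the match to positions 2 to 8, TGTCACG, had a shift of 0.01 (rank 7429), and that to positions 1 to 7, GTCACGT, a shift of 0.0895 (rank 421, and 618 of 622 in its composition counted from the most negative). NC cells may have carried the siNegative sense strand as an active guide, with a weaker part of the antisense strand left open, so that some rises in siFSCN1 may be a relief from the control. Sequences rich in A and G that are no match to positions 1 to 7 or 2 to 8 of siNegative also ranked high. AAGGAGA ranked 2 (0.0919 over 3400 genes), GGAGAGA 3 (0.0837 over 3222) and GGAGAAA 9 (0.0674 over 3827). Ranks 4 to 7 went to CAAGAAA, GAAAACA, ACACAAA and AAACACA, which are rich in A and are no such match either. Their shifts ran from 0.0728 to 0.0789. Their z values ran from 4.568 to 4.727, above the 4.475 of TCGGAGA and below the 6.052 of CGGAGAA. Ranks follow z and not the shift, and these shifts were smaller than those of TCGGAGA and CGGAGAA. A general rise of genes with sequences rich in A, or in A and G, is thus an open explanation beside the control strand. Both sense-strand matches were the most positive of their own composition (420 of 420 for TCGGAGA and 140 of 140 for CGGAGAA). Base composition alone would not predict this, although rank within a composition is weaker evidence. The treatment label names a control plasmid, and how the strand reached the cells was not tested. Only 53 of the 1128 higher coding genes hold TCGGAGA.

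The shares of misc_RNA and snoRNA genes were highest in NC replicate 1 (189 and 26.8 CPM before TMM scaling) and siFSCN1 replicate 3 (215 and 59.5), against 20.7 to 33.0 and 7.06 to 10.9 in the other libraries. If RNA without poly(A) tails had been carried over into these libraries, snRNA, scaRNA and replication-dependent histone genes should also have their 2 highest shares there. This held for 2 of the 3 classes, snRNA (4.32 and 8.10 CPM) and scaRNA (1.65 and 3.30 CPM), and not for histone genes, whose shares were 108, 77.2 and 85.1 CPM in NC replicates 1 to 3 and 112, 107 and 121 CPM in siFSCN1 replicates 1 to 3. Within each group their highest share was still in the affected library, as carry-over predicts, so their group difference decided that count. Carry-over and a difference in fragment size selection cannot be told apart, because the small classes are also short. Since 1 library of each group is affected, the group comparison is not parted along this difference.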
